A study of Rattus norvegicus with 42 samples.

How the data were processed

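RNA sequencing was used to compare GH4C1 cells, a rat somatolactotroph line that derives from the pituitary, with GH4C1 cells in which the long non-coding RNA Neat1 had been deleted with CRISPR-Cas9. Cells were given fresh medium to synchronise them, and RNA was taken every 4 h from 10 h (T10) to 34 h (T34) after that, per the labels. Wild-type cells (WT) and knockout cells (KO) were each sampled at 7 times with 3 replicates per time, which gave 42 libraries in 14 groups. Per the labels' protocols, total RNA was isolated on columns and strand-specific libraries were sequenced as paired reads of 150 bp on an Illumina HiSeq instrument.

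The authors deposited a table of counts for each genotype, with whole-number counts of reads per gene for each library and no normalization. The deposited tables' own names point to featureCounts as the counting program. The labels and headers used here do not state the aligner, the genome build, the annotation release, the strand setting of the counting or the rule by which genes were kept. Both tables listed the same 13776 genes. Every listed gene had a mean of at least 50.3 counts in the group where it was highest, so no gene with low counts in all groups was listed. Whether reads of overlapping genes or of near-identical copies were split between genes is unknown, and the level of any such gene is uncertain. Genes are named by the Ensembl identifiers of the tables. Of these identifiers, 0 matched a symbol in the reference table used here. The Neat1 level and the gene lists fixed beforehand (clock, paraspeckle protein, pituitary, Neat1 neighbour, mitochondrially encoded and proliferation genes) were therefore not analysed here, and the genotype labels were used as given.

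The total count per library was 34.5 to 68.8 M counts (M, mega) in WT and 45.9 to 60.5 M in KO. Replicates were first compared in pairs by a chi-square over genes with at least 50 counts. The chi-square per degree of freedom was 5.48 or more in all 42 pairs, so no pair agreed within sampling noise and each library was counted as its own replicate.

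Tests across genes were run in R 4.3.3 with edgeR 4.0.16, by its quasi-likelihood F test on the deposited counts with TMM scaling. The edgeR filter filterByExpr removed 0 genes. P-values were adjusted by the Benjamini-Hochberg method over 13776 genes, and a gene was called at an adjusted p under 0.05. A model with a mean for each of the 14 groups was fitted to all 42 libraries. From it came KO against WT averaged over the 7 times, KO against WT at each time, T34 against T10 in each genotype, and the interaction of genotype and time with 6 degrees of freedom. Rhythms were tested with a cosinor, a cosine and a sine term with a period of 24 h and 2 degrees of freedom. It was fitted to the 21 libraries of each genotype, to all 42 libraries with shared terms, and to all 42 libraries with terms that differed between genotypes. The amplitude is the distance on the log2 scale from the fitted mean to the peak. The sampling covered 24 h, so that T10 and T34 have the same phase of a 24 h rhythm and no cycle was observed again. Levels are given as CPM, the count scaled to a common library size, with TMM scaling. Principal components were taken from log2 CPM with a prior count of 1.

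The rule for naming genes was set before the data were examined, as were the tests and most alternatives. For KO against WT it took the 5 highest and the 5 lowest log2 fold changes among called genes with a mean of at least 10 CPM and with KO on the same side of WT at all 7 times. Because the identifiers were not paired with symbols, only the first 2 in each direction are printed, and no gene is named for the other tests.

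The tests were checked on simulated counts drawn from the real means, library sizes and spread for 13776 genes, of which 200 were changed by a known amount. With a log2 change of 1, the test of KO against WT over all times recovered 100% of the changed genes with 6 false calls. At T10 it recovered 88% with 6 false calls. With the change placed in KO at T34 only, the interaction recovered 73% with 7, and T34 against T10 in KO 89.5% with 11. With an amplitude of 0.5 in WT only, the WT cosinor recovered 93% with 5 false calls and the difference in rhythm 76.5% with 9. The coefficient of variation between libraries was 0.139 in the 14-group fit. It was 0.195 in the real WT cosinor and 0.168 in the cosinor of both genotypes. The simulated recovery of rhythms therefore does not describe the real rhythm tests.

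The alternatives were size factors from the median of ratios, library totals, other filters on low counts, DESeq2 1.42.0 in place of edgeR, a 1.5-fold minimum change, the replicate number as a block, leaving out each replicate, fits of only the 6 libraries compared, and, for rhythms, a linear term in time, the 7 times as a factor, periods of 20 h and 28 h, the removal of the T34 libraries and a joint fit of both genotypes. After the data were seen, the removal of the library WT T34 replicate 1, library totals, the removal of the 2 most raised genes, an interaction over the first 5 times and the linear term combined with left-out libraries were added. Other splits of the libraries were drawn with fixed seeds, 50 for the tests over many libraries and all 10 for groups of 3 against 3. Every library was also thinned at random to the lowest total and the counts of called genes were taken again. Figures were drawn with matplotlib 3.10.9.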

Results

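The study asked how the deletion of the long non-coding RNA Neat1 affects rhythmic gene expression in GH4C1 cells. GH4C1 is an established rat pituitary line of the growth hormone and prolactin lineage. Expression was measured by RNA sequencing in WT and KO cells at 7 times, from T10 to T34 after a change of medium, with 3 replicates at each time. The 42 libraries held 49.6 ± 8.02 M counts each (M, mega; SD, n = 42). The median was 44.0 M over the 21 WT libraries and 51.2 M over the 21 KO libraries. The level of Neat1 itself was not analysed here, so the genotype labels were not checked against the targeted gene.

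Replicates were close to each other in all groups except WT at T34. In 40 of the 42 pairs of replicates, the correlation of log2 CPM over genes was 0.987 to 0.995, and 118 to 363 genes differed by more than 2-fold. In the 2 pairs that contain WT T34 replicate 1 the correlation was 0.919 and 0.935, and 3779 and 3046 genes differed by more than 2-fold. The first principal component held 71.3% of the variance and separated the genotypes. WT T34 replicate 1 lay at -13.4 on it, between the other 20 WT libraries and the KO libraries. The second component held 5.33% and separated the KO libraries of T34, and replicates 2 and 3 of KO T30, from the other KO libraries. WT T34 replicate 1 lay highest on it, at 41.4, against 12.1 for the next library. KO T30 replicate 1 lay at -1.48 on this component, against -27.0 and -24.1 for replicates 2 and 3. The third component held 4.78%, and WT T34 replicate 1 lay at 72.0 on it, against 17.4 for the next library. Part of its deviation was thus not along the component that separated the genotypes. All 42 libraries were kept for the tests, and values without WT T34 replicate 1 are given for the results it moved most.

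**Figure D1:**
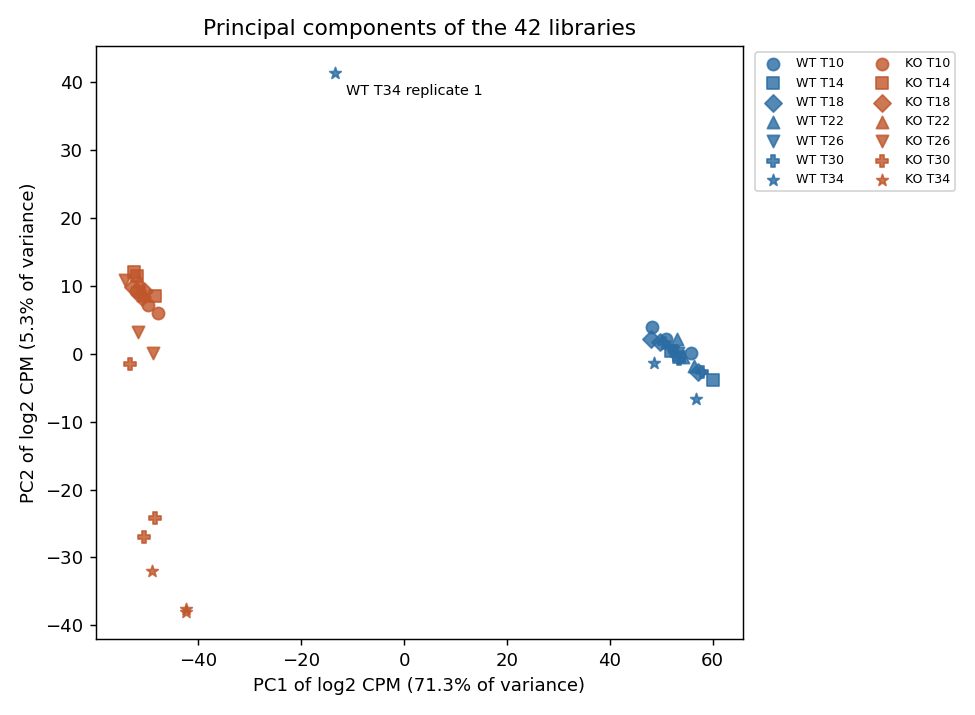
First and second principal components of log2 CPM for the 42 libraries, with WT in blue, KO in orange and a marker for each time. The genotypes separate on the first component (71.3% of the variance) apart from WT T34 replicate 1 at -13.4, and the KO libraries of T34 lie at the low end of the second (5.33%).

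The difference between KO and WT irrespective of rhythm was tested first, averaged over the 7 times. Any difference in preparation between the WT and KO library sets, or between cell clones, would enter this comparison too. Of 13776 genes, 12131 (88.1%) were called by edgeR at an adjusted p under 0.05, with 5974 higher and 6157 lower in KO. Most of the differences were small, with a median absolute log2 fold change of 0.46 over all genes. A change of at least 2-fold was found for 2461 called genes, of which 1628 were higher and 833 lower in KO. The alternative that moved the count most was a test against a 1.5-fold minimum change, which called 4543 genes. The balance of directions depended on the scaling. With library totals in place of TMM, 12368 genes were called but only 3918 (31.7%) were higher in KO, against 49.2% with TMM. Among called genes with at least 2-fold change, library totals gave 948 higher and 1766 lower. The median log2 fold change over all genes was -0.01 with TMM and -0.31 with library totals.

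A few genes took a large share of the counts in KO. The 10 most abundant genes held 23.2% to 27.1% of the counts of each KO library and 4.80% to 7.16% of each WT library. Among genes that met the naming rule, the highest fold change was that of ENSRNOG00000043866, with a log2 fold change of 8.96 (SE 0.23, adjusted p 2.14e-26 by edgeR). Its level was 189984 ± 11416 CPM in KO and 452 ± 494 CPM in WT (SD, n = 21 each), and it held 15.8% to 19.0% of the counts of each KO library. The second was ENSRNOG00000030478, with a log2 fold change of 7.53 (SE 0.30, adjusted p 3.23e-21 by edgeR) and levels of 22850 ± 1819 CPM in KO and 177 ± 274 CPM in WT (SD, n = 21 each). In WT both genes were uneven between libraries, and the first ranged from 229 to 2142 CPM, with the highest level in WT T34 replicate 1. The lowest fold change was that of ENSRNOG00000001571, at -6.81 (SE 0.10, adjusted p 3.63e-33 by edgeR), with 0.32 ± 0.15 CPM in KO and 34.7 ± 4.06 CPM in WT (SD, n = 21 each). ENSRNOG00000022178 followed at -4.84 (SE 0.08, adjusted p 5.22e-31 by edgeR), with 1.06 ± 0.32 CPM in KO and 29.9 ± 3.67 CPM in WT (SD, n = 21 each). For all 4 genes the KO and WT ranges did not overlap over the 42 libraries. In all, 6283 genes met the naming rule.

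**Figure D2:**
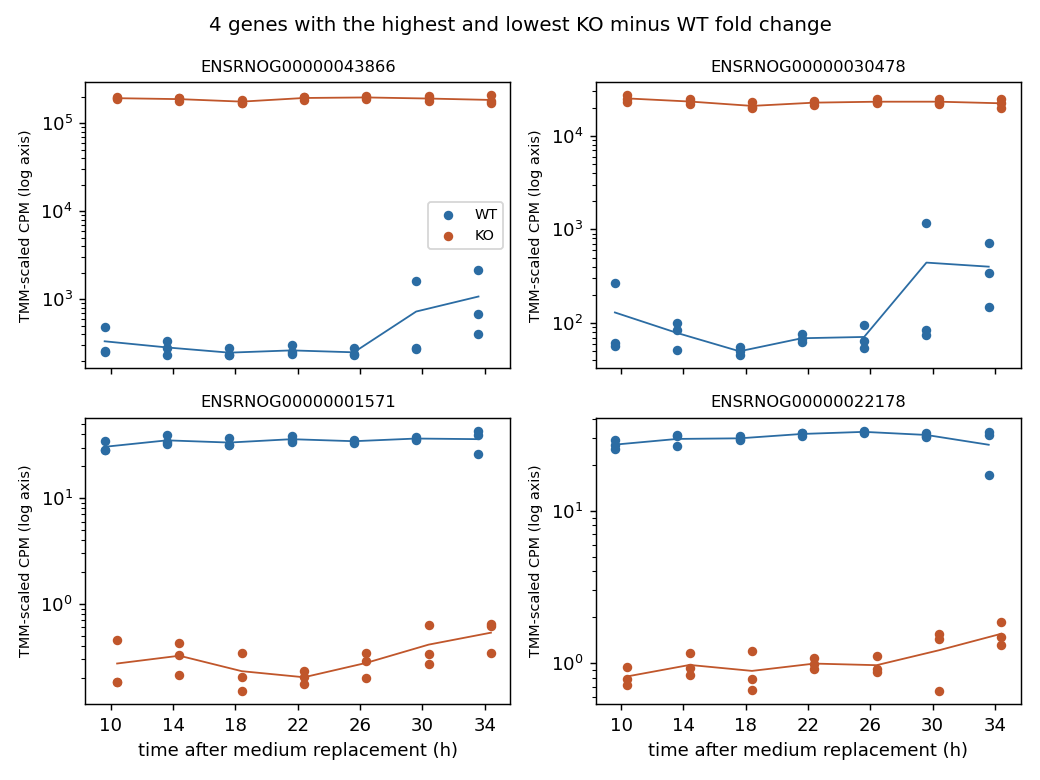
Level of the 2 genes with the highest and the 2 genes with the lowest log2 fold change among genes that met the naming rule. Levels are TMM-scaled CPM on log axes against time after the medium replacement, with a point for each of the 42 libraries and lines through the group means. KO (orange) and WT (blue) do not overlap for any of the 4 genes, and the WT levels of the upper 2 genes spread at T30 and T34 and less so at T10.

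The same comparison was made at each time. The number of genes called was 9590 at T10, 9772 at T14, 9491 at T18, 9711 at T22, 9688 at T26, 10063 at T30 and 8358 at T34. Between T10 and T30 the share of called genes that were higher in KO was 50.3% to 50.7%, and at T34 it was 45.5%. Without WT T34 replicate 1, T34 had 10421 called genes, of which 50.2% were higher in KO. With library totals, 22.4% to 33.4% of called genes were higher in KO, over the 7 times. At all 7 times and in the same direction, 4837 genes were called, 2275 higher and 2562 lower in KO. With library totals 5883 genes were so called, and 17.1% of them were higher in KO. When WT T34 replicate 1 was left out the number was 7031, of which 51.8% were higher in KO.

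**Figure D3:**
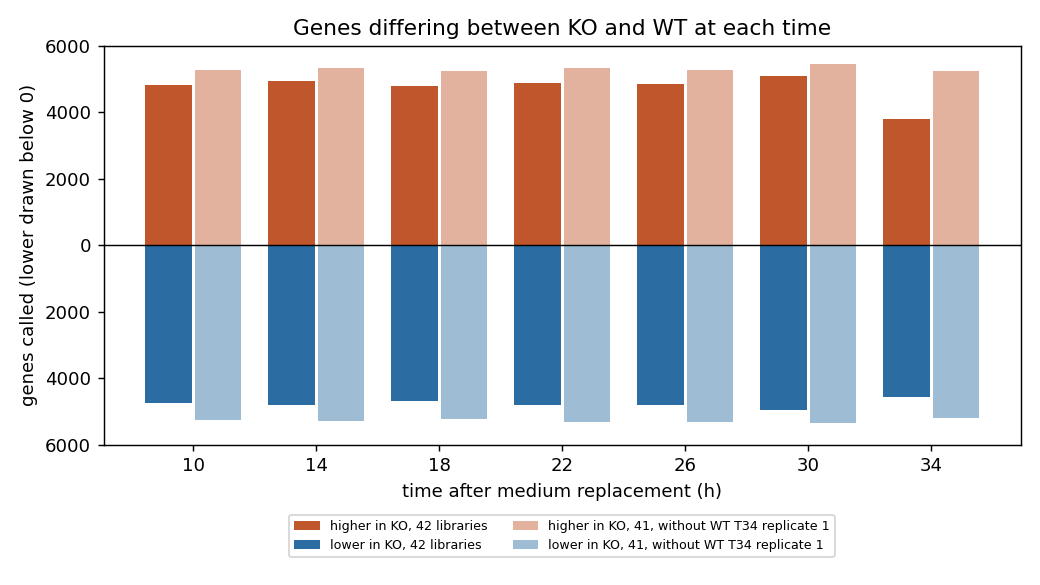
Number of genes called between KO and WT at each time, with genes higher in KO drawn above 0 and genes lower in KO drawn below 0, for all 42 libraries (dark bars) and for the 41 without WT T34 replicate 1 (light bars). The count falls to 8358 at T34 with all libraries and is 10421 there without that replicate.

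Whether the KO effect depended on the time of sampling was tested by the interaction of genotype and time. It was called for 5416 genes (39.3%), and 4838 of these were also called for KO against WT over all times. The count was 7441 without WT T34 replicate 1 and 2835 to 2846 without KO replicate 3 or 2.

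Change that had not returned after 24 h was measured by T34 against T10. In WT 5225 genes were called, 3152 higher and 2073 lower at T34. In KO 4684 genes were called, 2276 higher and 2408 lower at T34. These counts rested in part on WT T34 replicate 1. Without it 4727 genes were called in WT, 49.9% of them higher at T34 against 60.3% with it, and 6969 genes were called in KO, whose libraries share the estimate of spread with WT. With library totals the share higher at T34 in KO was 61.8%, against 48.6% with TMM. The changes of WT and KO had little in common. Over genes, which are not independent replicates, their correlation was 0.03 with all libraries and 0.18 without WT T34 replicate 1. Among the 1897 genes called in both genotypes, 1109 (58.5%) moved in the same direction, and without that replicate 1792 of 2785 (64.3%) did.

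Principal components within each genotype gave the course over time. In the 20 WT libraries other than WT T34 replicate 1, the first component held 21.1% of the variance. It rose from -23.7 ± 1.22 at T10 to 6.14 ± 0.30 at T22 (SD, n = 3 each) and then to 14.3 ± 1.60 at T34 (SD, n = 2). In the 21 KO libraries the first component held 36.5% of the variance. It was -10.4 ± 1.19 at T10 and -12.5 ± 0.33 at T22, and reached 18.5 ± 16.01 at T30 and 38.2 ± 2.20 at T34 (SD, n = 3 each). The wide spread at T30 came from KO T30 replicate 1 at 0.20, against 29.7 and 25.7 for replicates 2 and 3.

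**Figure D4:**
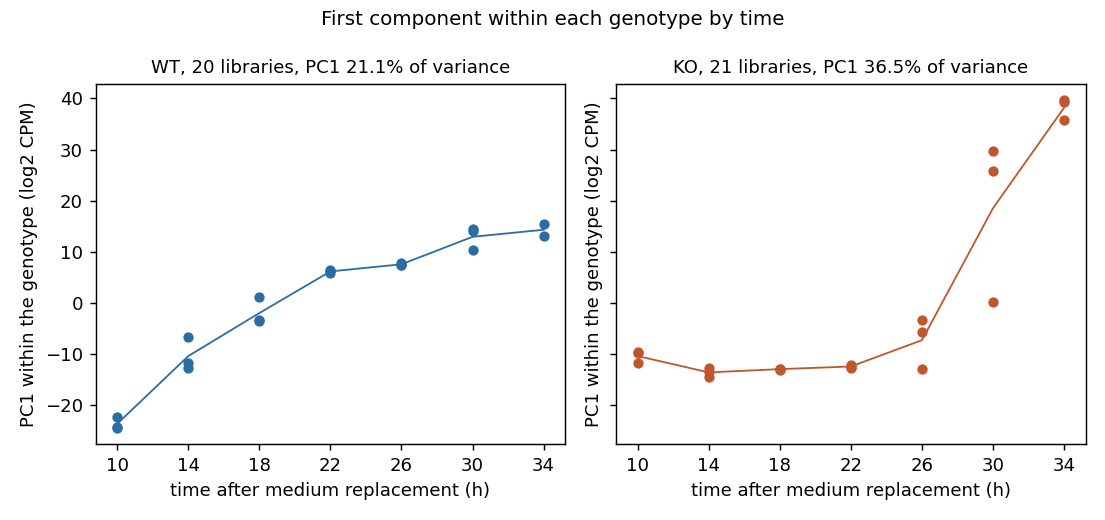
First principal component of log2 CPM within WT (left, 20 libraries without WT T34 replicate 1) and within KO (right, 21 libraries) against time after the medium replacement, with a point for each library and a line through the means. The WT component moves mostly between T10 and T22, whereas the KO component stays between -14.5 and -3.37 up to T26 and rises to 38.2 on average at T34.

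The rhythm of each genotype was tested with the 24 h cosinor. In WT 273 genes were called rhythmic, and in KO 4721. The unadjusted p was under 0.05 for 2108 genes in WT and 6724 in KO. In both genotypes 126 genes were called, against 93.6 expected if the calls were independent. The median amplitude of the called genes was 0.21 in WT and 0.16 in KO on the log2 scale. Without WT T34 replicate 1 it was 0.15 over the 1925 genes then called in WT, so the order of the medians changed. These sets of called genes differ, so the medians do not compare the amplitudes of the same genes. With all libraries, an amplitude of at least 0.5 was found for 15 of the WT calls and 208 of the KO calls. Of the KO calls, 31.1% had their fitted peak from 18 to 22 h and 32.2% from 30 to 34 h. Of the WT calls, 26.7% peaked from 10 to 14 h and 31.5% from 22 to 26 h.

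These counts depended on a few libraries and time points. Without WT T34 replicate 1, WT had 1925 called genes, of which 27.1% peaked from 10 to 14 h and 27.8% from 22 to 26 h, and 878 were also called in KO against 659.7 expected. Without the T34 libraries the counts were 3311 in WT and 3532 in KO. When each replicate was left out in turn, edgeR called 187, 0 and 0 genes in WT and 954, 34 and 0 in KO. In the 3 sets with 0 calls, the unadjusted p was under 0.05 for 1061 and 920 genes in WT without replicates 2 and 3 and for 3775 genes in KO without replicate 3. DESeq2 called 177, 99 and 1645 genes there. T34 differed from T10 for 2331 (49.4%) of the KO calls, against 25.99% of the genes not called, and for 36.6% of the WT calls, against 38.0%. These shares without WT T34 replicate 1 were 67.3% against 41.9% in KO and 44.8% against 32.6% in WT. With a linear term in time the counts were 519 in WT and 5907 in KO.

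**Figure D5:**
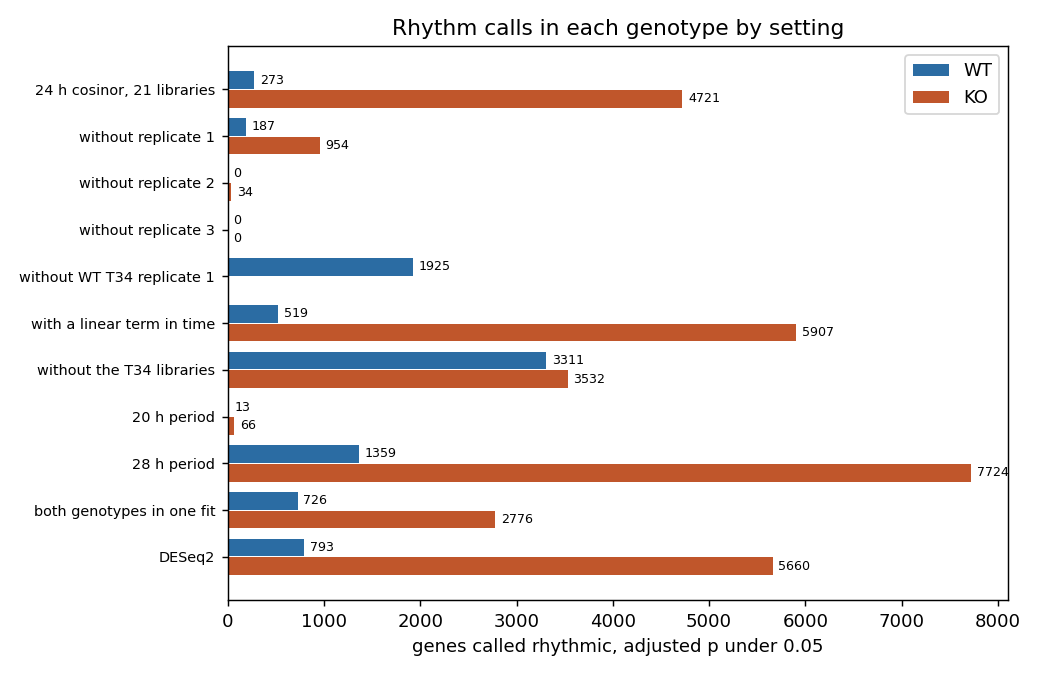
Number of genes called rhythmic in WT (blue) and KO (orange) with the 24 h cosinor on 21 libraries and under 10 other settings, the setting without WT T34 replicate 1 being drawn for WT only. The counts of 273 and 4721 become 3311 and 3532 without the T34 libraries, and 0 in both genotypes without their replicate 3.

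A call in only one genotype does not show a difference, so the difference in rhythm was tested directly. It was called for 1800 genes (13.1%), which included 1273 of the 4595 genes called in KO only and 96 of the 147 called in WT only. Without WT T34 replicate 1 the count was 3781, and it was 486 without KO replicate 3. To compare amplitudes on genes chosen without favour to a genotype, a rhythm shared by both genotypes was tested. It was called for 661 genes, of which 409 (61.9%) had the larger amplitude in KO. The share was 65.7% of the 2527 genes called without WT T34 replicate 1. With all libraries, the median amplitude of the 661 genes was 0.15 in WT and 0.17 in KO. Without the T34 libraries the direction reversed, and 44.2% of the 2250 genes then called had the larger amplitude in KO.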

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

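The results below stood out because the difference between KO and WT varied with time by a direct test. The tests that thinned the libraries, the splits that redrew the times, and the test of T34 minus T10 changes among genes called for the rhythm difference, were set before their results were seen. The linear term and the removal of each replicate were alternatives set before the data were examined, but what the linear term would show was written afterwards. The tests without WT T34 replicate 1, with library totals and over the first 5 times were chosen after the result was seen, and what the splits of the genotype labels would show was also written afterwards.

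The effect of KO against WT differed between the 7 times for 5416 genes. Among splits that redrew the times within each genotype, 1 of 50 gave as many, the real one, and the next highest gave 2. These splits also break changes over time that both genotypes share. Among splits that redrew the genotype labels within each time, 1 of 50 gave as many and the next highest gave 1057, but these decide nothing, since the overall difference between KO and WT then enters the spread between replicates. Several technical explanations were argued against. Without WT T34 replicate 1 the interaction was called for 7441 genes, so that library was not its source. With library totals 5434 genes were called, which argues against the scaling. With every library thinned to the lowest total of 34.5 M counts 5219 genes were called, which argues against depth. Over the first 5 times 3170 genes were called, so T30 and T34 were not the whole of it. Still open are a real dependence of the deletion's effect on time after the medium change, and any difference in handling between the cultures of each time, which the design does not separate from time. Leaving out KO replicate 3 lowered the count to 2835.

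The 24 h rhythm differed between KO and WT for 1800 genes. Among splits that redrew the times within each genotype, 1 of 50 gave as many, the real one, and the next highest gave 1. Any ordered change over time can give this, cyclic or not. Splits that redrew the genotype labels gave a count as large in 2 of 50, the real split included, and decide nothing for the reason given above. The other such split gave 8198 genes. It kept the genotype of all 3 WT libraries at T30 and of 0 at T18, 12 h earlier, so that the large overall difference between KO and WT entered it as a cycle, and it follows no known batch. Without WT T34 replicate 1 the difference was called for 3781 genes, and with all libraries thinned to the lowest total for 1670, so neither that library nor depth was the source. With a linear term for each genotype 2723 genes were called, which argues against a straight-line drift as the whole cause. Change of another shape that does not return after 24 h may account for part of the pattern. Without WT T34 replicate 1, the change from T10 to T34 differed between KO and WT for 55.0% of the genes called for the rhythm difference and for 32.4% of the others. Both tests use the same libraries, so this excess alone does not decide it. A true difference in rhythm also stays open, because the series covered 24 h and no gene was seen to cycle again.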

How the results depend on the processing

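Alternatives gave 353 values for 24 results, and 286 of them kept the direction and call of a fold change, lay within 1.5 times of the count or, for the share of genes with the larger amplitude in KO, lay within its exact binomial 95% confidence interval of 58.1% to 65.6%, which treats genes as independent. The removal of WT T34 replicate 1, library totals, the removal of the 2 most raised genes, the interaction over 5 times, and the linear term combined with left-out libraries were chosen after the data were seen. Where no cause is named, the cause was not tested. The setting without a filter on low counts says nothing, since the filter removed 0 genes. Its values are among the 286, as is the KO rhythm without WT T34 replicate 1, for which no KO library was left out. The alternatives for Neat1 and for the fixed gene lists were not run.

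KO against WT was the most stable comparison. All 58 alternative fold changes of the 4 named genes kept their sign and call. The count over all times stayed between 4543 and 12497, and only the 1.5-fold minimum change, which asks for larger effects by construction, moved it (4543). With only the 6 libraries compared, KO against WT at T34 was called for 3053 genes, T34 against T10 in WT for 26 and T34 against T10 in KO for 7205. The 2 lower counts come from sets in which WT T34 replicate 1 is among 6 libraries. The count for T34 against T10 in KO was 2864 to 3184 without a KO replicate and 6969 without WT T34 replicate 1. The interaction ranged from 2835 to 7441 with replicates left out, and was 3170 over the first 5 times, where fewer libraries were used.

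The direction split changed with library totals. The share of called genes higher in KO over all times was 31.7%, against 49.2% with TMM. When the 2 most raised genes were left out before the totals were taken, 49.7% of 12127 called genes were higher in KO and the median log2 fold change was -0.0036, so the shift under library totals came from these genes.

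The rhythm counts were the least stable. For WT, against 273, the count was 519 with a linear term in time, 2078 with times as a factor, 13 with a period of 20 h, 1359 with 28 h, 3311 without T34, 726 in the joint fit and 793 with DESeq2. It ranged from 0 to 1925 with libraries left out, the highest without WT T34 replicate 1, and was 2076 with a linear term as well. For KO, against 4721, it was 8543 with times as a factor, 66 with 20 h, 7724 with 28 h and 2776 in the joint fit, and 0 to 954 with a KO replicate left out. In the sets with 0 edgeR calls, DESeq2 called 177 and 99 genes in WT and 1645 in KO, and 1061, 920 and 3775 genes had an unadjusted p under 0.05. With a linear term the KO count of 5907 was 3182 to 4630 with a replicate left out, and the WT count of 519 was 13 to 2076. The test with times as a factor asks for any change over time, not a cycle.

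For the rhythm difference, against 1800, the count was 2723 with a linear term, 5416 with times as a factor, which is the interaction test, 80 with 20 h, 4405 with 28 h and 4172 without T34. It was 486 to 3781 with libraries left out, and 4070 with a linear term and without WT T34 replicate 1. For the rhythm over both genotypes, against 661, it was 1805, 3288, 7, 3156 and 2250 under those 5 settings, 1068 with DESeq2, 73 to 2527 with libraries left out, and 3642 with a linear term and without WT T34 replicate 1. The share of these genes with the larger amplitude in KO, 61.9%, reversed to 44.2% without the T34 libraries.

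Groups shared replicate numbers, but the numbers did not pair the libraries. Deviations of WT and KO libraries of the same time and number had a mean correlation of 0.02 over genes, and 3 of 21 pairs were over 0.1. With the replicate block, shared or within genotype, the WT rhythm was called for 169 genes, and the block within genotype gave 430 for the rhythm over both genotypes. No other count moved by over 1.5 times with the block.

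Depth limited the counts little. With every library thinned to 34.5 M counts, the 15 counts of called genes were 82.8% to 99.6% of those at full depth. The lowest share was that of the WT rhythm, with 226 genes against 273, and the highest that of KO against WT over all times, with 12085.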

Other observations

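The thinning of the libraries, library totals without the 2 most raised genes, and the comparison of WT T34 replicate 1 with the late KO change were set before their results were seen. The removal of the T34 libraries and the comparison of T34 with T10 were set before the data were examined, but what they would show for the rhythm calls was written afterwards, as it was for the counts of other splits. The tests with library totals over all genes and without WT T34 replicate 1, the other tests on that library and the test of KO RNA in WT T30 replicate 3 were chosen after the result was seen.

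WT T34 replicate 1 stood apart from the other WT libraries in a particular way. Over 978 genes that were 2 to 4-fold higher in KO, its median position was 0.95 on a scale where the mean of the other WT libraries is 0 and the KO mean is 1. The medians of the other 20 WT libraries were -0.10 to 0.08. Over 382 genes that were 2 to 4-fold lower in KO its median position was 0.49. Over the 14 genes that differed by 16-fold or more, however, its median position was 0.18, and 2 of them lay nearer KO. The 8 of these that were higher in KO lay at a median position of 0.11, within the -0.06 to 0.12 of the other WT libraries. The 6 that were lower in KO had moved, to a median position of 0.18, against -0.02 to 0.02 in the other WT libraries. A KO library under a WT label is argued against by the median position of 0.18 over the 14 genes. A mixture is argued against because the 8 genes raised 16-fold or more would need 0.15% of KO RNA, and the 978 genes raised 2 to 4-fold would need 90.6%. Low depth is argued against because 5 WT libraries had fewer counts. The late change of the KO libraries is argued against too. The correlation over genes of its deviation with T34 minus T10 in KO was -0.11, and 11 other WT libraries from T22 on gave -0.08 to 0.11. The correlation of its deviation with KO minus WT, taken from a separate set of 9 WT libraries, was 0.59, against -0.15 to 0.17 for those 11 libraries. A difference in preparation or RNA quality that also lies between the WT and KO library sets may give this, and so may a state of that culture. These cannot be told apart, because no label gives a batch and the pattern is in a single library.

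Most genes, 12131 of 13776, differed between KO and WT. Redrawn genotype labels gave as many calls in 1 of 50 splits, the real one, and the next highest split gave 4823. With library totals 12368 genes were called, with library totals taken after the 2 most raised genes were left out 12127, and with all libraries thinned to the lowest total 12085. These values argue against scaling, a few abundant genes and depth as the source of the count. It remains open whether WT and KO library sets were made or sequenced apart, which cannot be told apart from genotype in this design. A value that keeps this open is that WT T34 replicate 1 lay on the KO side of the other WT libraries for 84.6% of 5595 genes that differed by over 1.5-fold, against 33.4% to 64.3% for 11 other WT libraries. Part of the broad, small differences may thus lie along a direction that a WT library can take without the deletion. An effect of the deletion and differences between cell clones also remain open and were not tested.

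For each of the 7 comparisons of KO with WT at a given time, 1 of 10 splits of the 6 libraries, the real one, gave as many calls, and the other splits gave at most 1 gene. T34 against T10 gave the same result, 1 of 10 splits in WT and 1 of 10 in KO. In WT the other splits gave a median of 2134 and up to 4649 genes, against 5225 in the real split, and in KO they gave 0. With 10 splits the share is never under 0.1, so these counts decide nothing.

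More genes were called rhythmic in KO than in WT. Splits that redrew the times gave as many calls in 1 of 50 splits for WT, 1 of 50 for KO and 1 of 50 for both genotypes together, the real split in each case. Any ordered change over time can give this, cyclic or not. The splits show that the calls go with time, but decide neither on a cycle nor on the excess in KO. The outlying WT library was not the whole source, since WT had 1925 calls without it against 4721 in KO. Without the T34 libraries, however, WT had 3311 calls and KO 3532, so that the excess in KO may rest on the T34 libraries. The KO calls also went with change that does not return after 24 h, so part of them may be a late shift rather than a cycle. T34 differed from T10 for 49.4% of them, against 25.99% of the genes not called. Both calls come from the same KO libraries, and genes with low spread are called more easily by either test. The excess alone therefore does not decide between a late shift and a cycle. With a linear term in time the KO count was 5907, so a straight-line drift was not the whole source. With all libraries this excess was absent in WT, at 36.6% of the calls against 38.0% of the genes not called. Without WT T34 replicate 1 it was seen in both genotypes. The shares were then 67.3% against 41.9% in KO and 44.8% against 32.6% in WT. The first component within KO moved mainly at T30 and T34. A rhythm in KO that is absent or smaller in WT remains a hypothesis that a longer series is needed to test.

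The 2 genes with the highest fold change among genes that met the naming rule were uneven in WT. ENSRNOG00000030478 was at 1167 CPM and ENSRNOG00000043866 at 1622 CPM in WT T30 replicate 3, while the other 2 WT replicates at T30 were at 73.7 and 85.2 CPM and at 274 and 273 CPM. In the same order of genes, levels were also high in WT T34 replicate 1, at 710 and 2142 CPM, and in WT T34 replicate 2, at 343 and 673 CPM. In WT T10 replicate 1 they were 270 and 486 CPM. WT T30 replicate 3 was singled out after its values were seen, and the test below covers that library only. KO RNA as the only source is argued against, because it would give each gene the same share of its KO level. The second most raised gene, ENSRNOG00000030478, gained 4.81% of its KO level there and ENSRNOG00000043866 gained 0.71%. The other 7 genes whose KO level was at least 16 times the WT median gained a median of 0.12% (-1.32% to 2.83%). Since 0.71% lies within that range, KO RNA at about that share cannot be excluded. Variation between WT cultures in the expression of these 2 genes stays open, and so does a difference in the preparation of the libraries. Neither was tested, and what the 2 genes encode was not considered, since no identifier was paired with a symbol.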
